A study of Mus musculus with 4 samples.

How the data were processed

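Chromatin contacts were measured by Hi-C in haematopoietic stem cells (HSCs) of mice of the strain B6129SF1. Hi-C joins DNA ends that lie close together in the fixed nucleus and sequences the junctions, so that the number of junctions between 2 places reflects how often they meet. Per the labels, 2 samples came from fetal liver at embryonic day 14.5 and 2 from bone marrow of mice aged 6 to 8 weeks. Per the labels' protocols, cells of both tissues were sorted as negative for lineage markers and CD135 and positive for Sca1 and cKit. They were fixed with 1% formaldehyde for 10 min, the chromatin was digested with MboI, fragment ends were filled with biotin and ligated, and junctions were collected on streptavidin beads. The labels' protocols describe the sequencing as single-end, and how contacts were read from such libraries is not given in the sources used here.

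The authors deposited a list of topologically associating domains (TADs), which are stretches of a chromosome whose parts contact each other more than they contact the neighbouring stretches. Each list gives a chromosome, a start and an end per TAD, as base-pair coordinates without a score. Both samples of a cell type name the same list in the labels, so there was 1 list per cell type and 2 lists in all. The aligner, the contact-map normalisation, the TAD caller, its settings and whether the samples were pooled are not given in the sources used here. Each of these could change the number, length and position of TADs. The number of contacts behind each list is unknown, so the precision of a single boundary is unknown, and a difference in depth between the cell types could not be examined.

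All coordinates except 10 in each list lay on a 10 kb grid offset by 5 kb, so boundaries could differ only in steps of 10 kb. No genome build is named in the sources used here. The last TAD of a chromosome ended exactly at the chromosome length of MGSCv37 (mm9) on 10 of 20 chromosomes in each list. It ended there or less than 10 kb before on 19 chromosomes in the fetal list and on 20 in the adult list. The MGSCv37 lengths used for this count were written down from general knowledge, not read from a reference file, and served no other purpose. The gene table at hand was of GRCm38, a different build, so its positions were not used. The genes at boundaries and the TADs of 19 genes chosen beforehand were therefore not analysed here.

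From the lists, the number, length (end minus start) and summed coverage of TADs were computed. Boundaries were the distinct starts and ends of TADs. Because adjoining TADs share a position, each position was counted once. A boundary was called shared when a boundary of the other list lay within 40 kb, and list-specific otherwise. A TAD was called shared when a TAD of the other list overlapped it by at least 80% of both lengths. A TAD was called divided when both its ends lay within 40 kb of boundaries of the other list and at least 1 further boundary of that list lay inside, more than 40 kb from both ends. Observed sharing was set beside 1000 random placements, in which all TADs of the other list were shifted together along their chromosome, circularly between its first and last coordinate (seed 1).

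Shares carry 95% exact Clopper-Pearson intervals, and medians carry 95% order-statistic intervals. The difference of medians carries a 95% percentile interval from 2000 bootstrap draws of TADs. These intervals treat boundaries or TADs as independent and cover counting error only. With 1 list per cell type there was no replicate check, and no p-value between the cell types was computed, since TADs and chromosomes are not replicates. The random placements ask whether 2 lists coincide more than unrelated lists would, and say nothing on the spread between replicates.

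The definitions, the comparisons, the rule for named items and a set of other settings were fixed before the data were examined. The rule named the 3 longest divided TADs in each direction. It also named the 2 chromosomes with the highest and the 2 with the lowest share of shared boundaries. Its wording did not say how the lists combine, and the share was taken over both. Those settings were autosomes only, TADs of at least 200 kb, the mean length, tolerances of 0, 20 and 100 kb, starts or ends alone, merged boundaries, random reordering of TADs as the placement, reciprocal overlaps of 50% and 90%, and matching of both TAD ends. Further settings were chosen after seeing the data: boundaries between adjoining TADs, each boundary used once, leaving out chromosomes 9, 11 or 11 and 19, TADs lying where both lists hold TADs, divided TADs at least 95% inside TADs of the other list, and random reordering for TAD sharing.

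The functions for boundary sharing, TAD sharing and divided TADs were tested on simulated data. In a simulated partner of the adult list with 2391 boundaries, 79.8% were made to lie within the tolerance and 79.8% were recovered. Of 2371 intervals between adult boundaries, 50 were split, and the 50 intervals called divided were those 50. Only longer intervals were split, at their middle and with outer ends unchanged, so the tolerance at the ends was not tested for divided TADs. The other 2321 intervals, which were left as they were, numbered the same as the 2321 called shared by reciprocal overlap, so TAD sharing was tested only on identical and split intervals. Of 40 unrelated lists, made by reordering the fetal TADs, 35 fell inside the central 95% of their random placements. The first and last boundary of each chromosome were left out of this simulation, since they mostly coincide by construction, and the limit for passing was set after a version that included them had not passed. Inclusion of 35 of 40 is less than the nominal 95%, so the random placements may be somewhat too narrow for unrelated lists. The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and matplotlib 3.10.9 for the figures.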

Results

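The series set the contact maps of fetal HSCs beside those of adult HSCs, and asked, by its title, how the genome is reorganised in space between them. The 4 Hi-C samples fell into 2 groups of 2, fetal liver HSCs at embryonic day 14.5 and bone marrow HSCs at 6 to 8 weeks. The values used here were 1 TAD list per cell type, so no value below has a replicate error, and no difference between the lists could be set against a spread between replicates. The sequencing depth is unknown. Both lists covered chromosomes 1 to 19 and X. Neither list held overlapping, nested or duplicate TADs.

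The number and length of TADs were compared first. The fetal list held 2318 TADs and the adult list 2310, a difference of 8. Among TADs of at least 200 kb the order was the opposite, with 2249 in the fetal list and 2254 in the adult list. The median length was 790 kb (95% order-statistic interval 760 to 820) in the fetal list and 760 kb (730 to 780) in the adult list. The quartiles were 530 and 1240 kb in the fetal list and 520 and 1160 kb in the adult list. The difference of medians was 30 kb with a bootstrap interval of -10 to 70 kb. This interval treats TADs as independent, although 1702 of the 2318 fetal TADs were shared and 205 TADs had identical coordinates. It may therefore be too wide, and it cannot decide whether the median lengths differ. By chromosome, the fetal median was longer on 11, shorter on 4 and equal on 5. Taking means in place of medians gave 989.9 kb and 956.9 kb. TADs ranged from 110 kb in both lists to 4.69 Mb in the fetal list and 4.67 Mb in the adult list.

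**Figure D1:**
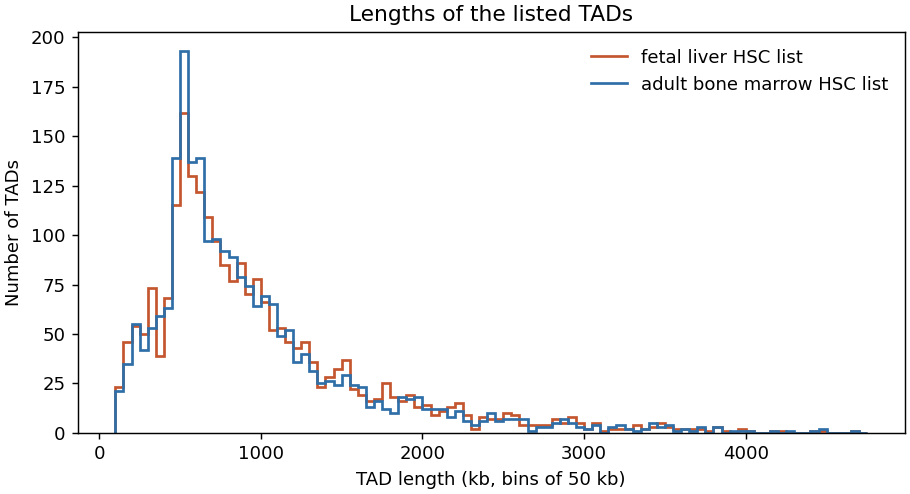
Number of TADs (vertical axis) by TAD length in bins of 50 kb (horizontal axis, kb) in the fetal liver and adult bone marrow HSC lists, drawn as outlines. The distributions lie close together, and the fullest bin in both lists is that from 500 kb, with 162 fetal and 193 adult TADs.

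TADs of the fetal list covered 2294 Mb and those of the adult list 2210 Mb. The fetal list thus covered 84.1 Mb more. Both lists covered 2188 Mb, which was 94.5% of the 2317 Mb covered by either. A further 106.3 Mb lay in fetal TADs alone and 22.2 Mb in adult TADs alone. Among the alternatives, leaving out TADs under 200 kb moved the share covered by both most, to 93.8%. Between the first and last TAD of a chromosome, the fetal list left 55 stretches without a TAD, with a median length of 4.72 Mb, and the adult list left 61, with a median of 5.13 Mb. Of these stretches, 50 fetal and 49 adult ones overlapped a stretch in the other list, and 5 and 12 overlapped none. Both edges lay within 40 kb of those of a stretch in the other list for 22 stretches in each list. The stretches of the adult list held 50 fetal TADs, and those of the fetal list held 10 adult TADs. These counts allowed a TAD to reach up to 40 kb past either edge of the stretch. On chromosome 9 the fetal list ended 4.22 Mb before the adult list. In the interval from 119855001 to 124075000 lay 3 adult TADs, with a start up to 40 kb before the interval allowed.

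Boundary positions were compared to ask how far the lists placed the edges of TADs at the same sites. Of 2393 fetal boundaries, 1996 lay within 40 kb of an adult boundary, or 83.4% (95% exact Clopper-Pearson interval 81.9 to 84.9). In the other direction, 1996 of 2391 adult boundaries lay within 40 kb of a fetal one, or 83.5% (81.9 to 84.9). The random placements gave a median of 7.98% for fetal boundaries (range 6.18 to 13.2) and 8.03% for adult boundaries (6.36 to 12.9), and 0 of 1000 reached the observed share in either direction. The tolerance moved these shares most. At identical positions the share fell to 30.1% of fetal and 30.2% of adult boundaries, against placement medians of 0.71% and 0.711%.

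Among the fetal boundaries, 721 coincided with an adult boundary and 1523, or 63.6%, lay within 10 kb of one, which is 1 step of the grid. Of the 1996 shared boundaries, the nearest adult boundary lay at a higher coordinate for 668 and at a lower one for 607. The mean offset was 0.416 kb and the median distance 10 kb. Both coordinates were identical for 205 TADs.

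**Figure D2:**
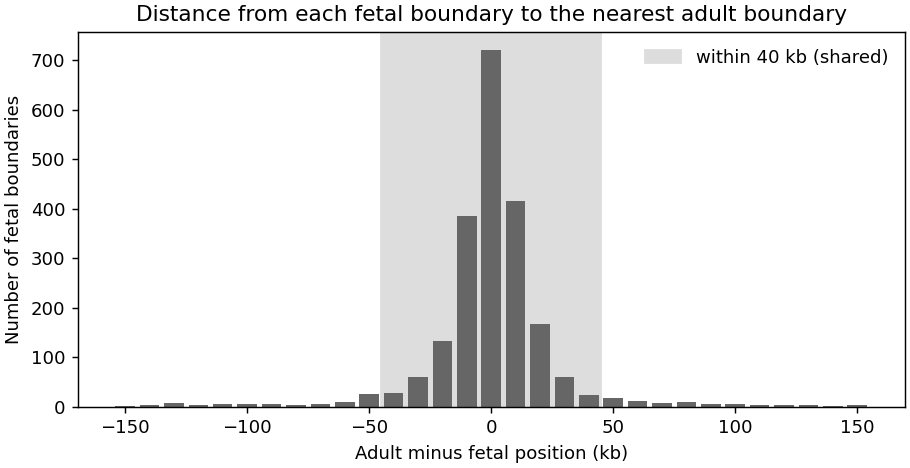
Number of fetal boundaries (vertical axis) by the position of the nearest adult boundary minus the fetal position (horizontal axis, kb), with the range counted as shared, within 40 kb, shaded. The 721 boundaries at identical positions form the highest bar, and boundaries farther away than the plotted range are not drawn.

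The 397 fetal boundaries without an adult partner and the 395 adult boundaries without a fetal one were list-specific. Of these, 287 fetal and 281 adult boundaries were farther than 100 kb from any boundary of the other list. Stretches without a TAD in the adult list held 55 of the fetal ones, and stretches without a TAD in the fetal list held 11 of the adult ones.

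Whole TADs were compared by reciprocal overlap of at least 80%. By this measure 1702 of 2318 fetal TADs, or 73.4% (71.6 to 75.2), had a counterpart in the adult list, against a placement median of 4.87% (range 3.36 to 9.49). In the other direction 1702 of 2310 adult TADs, or 73.7% (71.8 to 75.5), had one, against 4.89% (3.59 to 9.87). Again 0 of 1000 placements reached the observed share. An overlap of 50% moved the shares most, to 87.5% and 87.8%.

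The share of shared boundaries was then computed per chromosome. Over both lists its median across the 20 chromosomes was 85.2%. It was highest on chromosome 3, at 90.6%, with 88.7% of fetal boundaries (82.3 to 93.4) and 92.6% of adult boundaries (86.9 to 96.4). Chromosome 16 followed at 89.7%, with 88.3% (80.03 to 94.0) and 91.2% (83.4 to 96.1). Chromosome 15 was nearly equal to it, also at 89.7%. By fetal boundaries alone chromosomes 17 and 5 were above 3 and 16, at 89.4% and 89.0%. By adult boundaries alone chromosome 15 was above 16, at 91.6%. The lowest share was that of chromosome 11, at 58.4%, from 61 of 99 fetal boundaries, or 61.6% (51.3 to 71.2), and 61 of 110 adult boundaries, or 55.5% (45.7 to 64.9). Chromosome 19 was next, at 71.6%, from 39 of 50 fetal boundaries, or 78.0% (64.0 to 88.5), and 39 of 59 adult boundaries, or 66.1% (52.6 to 77.9). Its place held for both lists pooled. By fetal boundaries alone chromosome 14 was lower, with 74 of 106 shared, or 69.8% (60.1 to 78.4), against 78.7% of its adult boundaries (69.1 to 86.5). On chromosome 11 the placement medians were 8.08% and 7.27%. The chromosome 11 share changed with the tolerance, to 45.9% within 20 kb and 74.6% within 100 kb. That of chromosome 19 changed to 51.4% and 80.7%, so the gap between them was widest at 40 kb among these tolerances. The fetal list held 96 TADs with a median of 990 kb on chromosome 11, and the adult list 108 with a median of 835 kb. On chromosome 19 it held 49 with a median of 1080 kb, against 57 with a median of 840 kb.

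**Figure D3:**
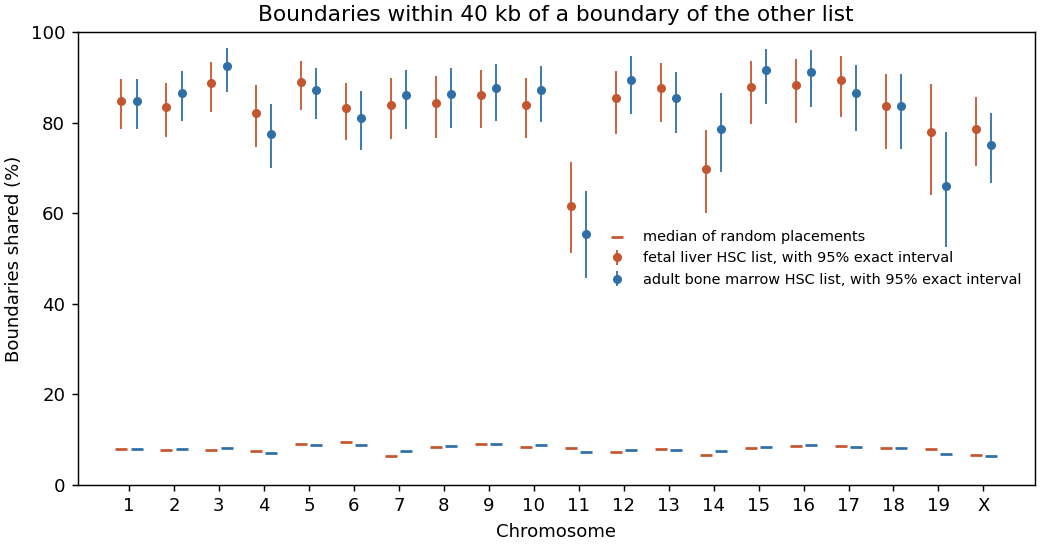
Share of boundaries within 40 kb of a boundary of the other list (vertical axis, percent) on each chromosome (horizontal axis) for the fetal and adult HSC lists, as points with 95% exact Clopper-Pearson intervals, and the medians of the random placements as short lines in the colour of the list. Chromosome 11 has the lowest points in both lists, at 61.6% and 55.5%.

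TADs of one list that were divided in the other were counted in both directions. Of the 2318 fetal TADs, 158 were divided in the adult list, or 6.82% (5.82 to 7.92). Of the 2310 adult TADs, 132 were divided in the fetal list, or 5.71% (4.80 to 6.74), and the intervals overlapped. A single inner boundary divided 143 of the fetal and 119 of the adult TADs. The divided TADs had a median length of 1450 kb in the fetal list and 1380 kb in the adult list. A tolerance of 20 kb moved the fetal count most, to 120, with 112 adult TADs, and a tolerance of 100 kb moved the adult count most, to 154, with 169 fetal TADs.

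The longest divided fetal TAD spanned chromosome 3 from 3005001 to 7235000, or 4230 kb, where the adult list had TADs of 2120 and 2150 kb that met at 5125000. Next came chromosome 5 from 111785001 to 115975000, or 4190 kb, where the adult list had TADs of 1930, 1360 and 900 kb. On chromosome 7 a fetal TAD from 100275001 to 104095000, or 3820 kb, lay over adult TADs of 1100, 1880, 340 and 500 kb, whose outer ends were at the same coordinates. The longest divided adult TAD spanned chromosome 2 from 39255001 to 43515000, or 4260 kb, where the fetal list had TADs of 3330 and 950 kb. On chromosome 1 an adult TAD from 141395001 to 145575000, or 4180 kb, lay over fetal TADs of 1190 and 3010 kb. On chromosome 3 an adult TAD from 10365001 to 14365000, or 4000 kb, lay over fetal TADs of 3490 and 540 kb. At a tolerance of 20 kb, the fetal and the adult TAD on chromosome 3 no longer counted as divided, while the other 4 did. The genes in these regions were not analysed here.

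**Figure D4:**
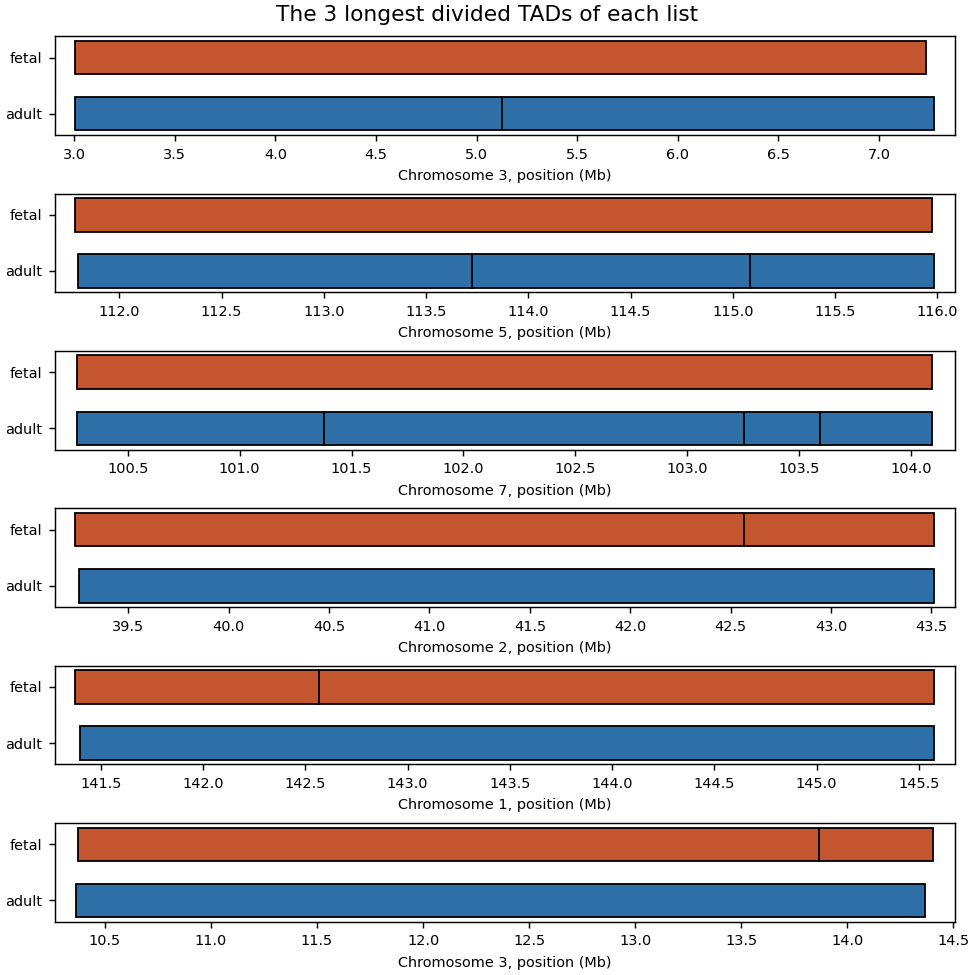
The 3 longest divided fetal TADs (upper 3 panels) and the 3 longest divided adult TADs (lower 3 panels), with position in Mb on the horizontal axis and the fetal list above the adult list in each panel. Bars are TADs and lines inside a bar are the boundaries that divide the region in the other list, from 1 to 3 per region.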

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

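The alternatives that left out chromosomes 9, 11 or 11 and 19, used boundaries between adjoining TADs or each boundary once, took TADs lying where both lists hold TADs, required divided TADs to lie at least 95% inside TADs of the other list, or reordered TADs for TAD sharing, and the placements without chromosome ends, were chosen after the result was seen. A share, a median or a difference of medians was taken to stay when it remained inside its 95% interval, a placement median when it remained inside the central 95% of the placements, and a count or a difference of counts when it remained within 1.5 times its value. Coverage has no interval, so any change in it was taken as a move, however small. By these rules, which are not equally strict, 49 of 82 alternative values that answer a comparison stayed, 32 moved and 1 reversed. Some values could not have moved. Leaving out 1 chromosome or the shortest TADs cannot change the TAD number of a list by 1.5 times. Merging ends within 40 kb of the next start merged nothing, since the shortest stretch without a TAD was 0.14 Mb. The number that stayed is therefore no measure of stability. Over the chromosomes and divided TADs named singly, 12 of 24 stayed and 12 moved.

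The difference in TAD number, 8 more in the fetal list, reversed to -5 among TADs of at least 200 kb, because more fetal than adult TADs were shorter than that, 69 against 56. It was 13 on autosomes and 20 without chromosome 11. By chromosome, the fetal list held more TADs on 11, fewer on 8 and as many on 1. On chromosome 14 alone it held 12 more, 101 against 89, which exceeds the whole difference of 8. The sign of this difference therefore depends on the shortest TADs and on single chromosomes. The difference of median lengths kept its sign, at 10 to 40 kb. Means were 989.9 kb in the fetal and 956.9 kb in the adult list, above the medians.

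Coverage kept its direction. On autosomes it was 2181 Mb fetal and 2107 Mb adult, 73.8 Mb apart, with 94.6% of the union in both. For TADs of at least 200 kb it was 2284 and 2202 Mb, 81.9 Mb apart, with 93.8% in both, and without chromosome 9 it was 2184 and 2096 Mb, 88.3 Mb apart, with 94.4% in both. These alternatives take in less of the genome by construction.

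Boundary sharing followed the tolerance. It was 30.1% of fetal and 30.2% of adult boundaries at the same position, 76.2% and 76.2% within 20 kb, and 88.0% and 88.2% within 100 kb. Boundaries between adjoining TADs gave 82.3% and 82.8%, and leaving out chromosome 11 gave 84.4% and 84.8%. Random reordering of TADs raised the median of the placements to 9.57% and 9.62%. Reordering mostly keeps the first and last boundary of a chromosome in place. With these left out of the shares, the median was 8.12% and 8.17%, against 8.07% and 8.08% for shifted lists. TAD sharing was 87.5% and 87.8% at an overlap of 50%, 66.9% and 67.1% at 90%, and 64.1% and 64.3% when both ends had to lie within 40 kb. A wider tolerance or lower overlap admits more pairs by construction. At tolerances of 0, 20 and 100 kb and for boundaries between adjoining TADs, 0 of 1000 placements reached the observed share. Placements were not run for the other overlap limits.

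The difference in divided TADs, 26 more in the fetal list, was 8 at 20 kb and 15 at 100 kb, and the cause was not tested. The counts themselves stayed within 1.5 times, but the fetal share at 20 kb, 5.18%, lay outside its interval of 5.82 to 7.92%. On autosomes the difference was 20, and it kept its sign in each of these alternatives. The excess lay mainly on chromosomes 4, 11, 19 and X, and the other chromosomes together had no fetal excess. Leaving these chromosomes out together was not among the alternatives.

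No paired analysis was possible because the lists were not given per replicate, and leaving out each replicate was not possible for the same reason. Alternatives with outermost or innermost TADs gave no value, since neither list held nested TADs. The lists gave no score, so the comparison of TADs ranked by score was not run. Genes at boundaries were not run, since the gene table was of another build. The unknown depth limits every comparison: a boundary missing from a list with fewer contacts would look like a difference between the cell types.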

Other observations

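On chromosome 11, the tests of shifted coordinates, of 1 region and of precision were chosen after the result was seen, as were both tests of an upper length limit, that of chromosomes 11 and 19, and that of extra adult boundaries. All patterns were noticed in the same lists on which they were tested, so they remain hypotheses.

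Chromosome 11 shared 58.4% of its 209 boundaries over both lists within 40 kb, while the next lowest chromosome, 19, shared 71.6%. Chromosome 19 lay closer to chromosome 11 within 20 kb (51.4% against 45.9%) and within 100 kb (80.7% against 74.6%). Uneven sampling of boundaries across chromosomes was tested by dealing 275 windows of 10 Mb at random into 20 chromosomes. The lowest chromosome was as low in 2 of 10000 draws, with a median of 75.8%, which argues against it. Coordinates shifted along chromosome 11 were tested by moving all its fetal boundaries together in 21 steps of 10 kb, from -100 to 100 kb. The highest share was 63.6% (95% exact interval 53.4 to 73.1), at -10 kb, against 61.6% unshifted and 84.4% of fetal boundaries on the other chromosomes. This argues against a shift of the whole chromosome within that range as the whole cause. A shift of part of the chromosome was not tested. Less precise placement was tested at 100 kb, where chromosome 11 shared 74.6%, and the lowest chromosome was as low in 10 of 10000 draws. This argues against precision as the whole cause. It may be part of it, since the gap to the other chromosomes pooled was smaller at 100 kb (88.7%) than at 40 kb (84.6%). Of the shared fetal boundaries, 21.3% of 61 on chromosome 11 lay at identical positions, against 36.6% of 1935 elsewhere. One differing region of chromosome 11 was tested by dividing each chromosome at its midpoint. The part below 62424429 shared 67.5% of 80 boundaries and the part above it 52.7% of 129. Among the 38 such parts of the other chromosomes, 2 shared no more than 67.5%, so a single region and the whole chromosome cannot be told apart with so few boundaries. A difference between fetal and adult HSCs, and a difference in depth or in the calling of TADs on this chromosome, stay open and untested.

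An upper length limit of the TAD caller was examined for the stretches without a TAD. Of 116 stretches in both lists, 90 were longer than 4 Mb, while 12 TADs were. Stretches shorter than the longest TAD numbered 49, and a length limit alone could not have removed those. For the 67 longer stretches a length limit and a lack of mapped reads cannot be told apart, since the contacts inside them are not in the lists. No biological explanation was tested.

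List-specific boundaries of the fetal list stood next to each other in 92 pairs, against a median of 72 (range 53 to 96) after shuffling within chromosomes, and 2 of 1000 shuffles had as many. The adult list had 75 pairs, against a median of 78, and 702 of 1000 shuffles had as many. Away from stretches without a TAD, by at least 1 Mb in both lists, the fetal list had 56 pairs against a median of 49, and 148 of 1000 shuffles had as many. Adult or fetal stretches without a TAD are therefore a candidate explanation for the excess in the fetal list. Fewer boundaries entered this test, 2118 in place of 2393, which also makes an excess harder to see. A difference between the cell types in those stretches stays open.

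Fetal TADs had a median 30 kb longer than adult TADs, with an interval that included 0. The difference was 20 kb (-20 to 60) over TADs lying wholly where both lists hold TADs, and 10 kb (-20 to 60) without chromosomes 11 and 19. Both intervals treat TADs as independent, which may make them too wide, and both include 0 and the full difference. Fetal TADs in stretches the adult list leaves empty, chromosomes 11 and 19, and an age difference therefore cannot be told apart as its source.

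Across the 20 chromosomes, sharing tended to be lower where fetal TADs had the longer median, a pattern that depended largely on chromosomes 11 and 19. Between the difference of medians and the share of adult boundaries, Pearson's r was -0.82 and Spearman's rho -0.48. For fetal boundaries they were -0.53 and -0.27. Without chromosomes 19 and 11, which lay farthest from the median difference, r was -0.57 and -0.14, and rho -0.28 and -0.022, so the relation rests on those chromosomes for fetal boundaries and, by rank, for adult boundaries too. These were 2 relations across chromosomes of the same lists, which are not independent samples, and no p-value is given. On each chromosome the number of shared boundaries was the same in both lists. Extra adult boundaries would therefore lower the adult share alone. Chromosomes 11 and 19 had more adult than fetal boundaries, so part of the stronger adult relation can follow from the counts by construction. With a rho of -0.27 for the fetal share, a weak relation and none cannot be told apart, and the adult rho of -0.28 without chromosomes 19 and 11 is no stronger evidence of a relation.

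In both lists TAD lengths rose steeply near 500 kb. Between 400 and 450 kb there were 68 fetal and 63 adult TADs, between 450 and 500 kb 115 and 139, and between 500 and 550 kb 162 and 193. The commonest length was 500 kb in both, with 38 and 47 TADs. No explanation of this was tested.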
